A study of Homo sapiens with 6 samples.

How the data were processed

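RNA was measured in 6 human prostate cancer cell lines, with 1 library per line. Per the labels' protocols, total RNA was purified on RNeasy columns and made into libraries with the SOLiD Total RNA-Seq kit. The aligner, the counting program, the genome build and the gene annotation are not given in the sources used here. Whether the counting used strand, and how it treated reads that match several copies of a gene, is also not given, so values of near-identical copies and of overlapping genes are uncertain.

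Each deposited table lists 51698 genes with an Ensembl identifier, a name, a locus, a class, a count and an FPKM value. Per the file headers, the count column holds counts per gene, and its values are whole numbers with a different total in each library. Per the file headers, the other measurement is FPKM, fragments scaled by gene length and library total. The deposited FPKM was rebuilt within 1% for all genes as the count divided by gene length and by the summed counts of the file. Gene length is a deposited column in 5 of the 6 tables, and the lengths of those tables were used for the LAPC4-CR library. Because FPKM divides by the total, a library in which a few RNAs take a larger share has lower values for every other gene.

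Coordinates are printed as in the deposited tables, with 1 added to the start because the tables count it from 0. Their build is not named. Of 44878 gene identifiers also found on the same chromosome in GENCODE release 29, 0 had the same end there, so no coordinate from that annotation was mixed in. That annotation was used only for GC content, which was found for 92.8% of the tested genes.

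Entries that share a gene symbol were summed, which left 47032 symbols, 345 of them sums of several entries. Of the symbols, 25 had been turned into dates in the deposited tables; 0 of these were sums of several entries. Genes of small RNAs and of the mitochondrial genome, recognised by symbol (1350 symbols), were left out, but unnamed small RNA genes and pseudogenes of small RNAs stayed in. The deposited tables had 0 entries on the mitochondrial chromosome. FPKM values were divided by a factor per library, the median ratio to the geometric mean over 12525 genes at 1 FPKM or more in all 6 libraries. The factors lay between 0.863 and 1.08. Genes with a mean of at least 1 scaled FPKM over the 6 libraries were tested, 17436 in all, of which 11334 were protein-coding and 4870 were pseudogenes.

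Groups came from the labels, which call LNCaP, VCaP and LAPC4 castration sensitive and LNCaP-abl, VCaP-CR and LAPC4-CR castration resistant. The replicate numbers were given in accession order, and the pairing comes from the line names: replicate 1 is the LNCaP pair, 2 the VCaP pair and 3 the LAPC4 pair. The deviations of parent and resistant library from their group means correlated across genes at 0.45 in the LNCaP pair, 0.70 in the VCaP pair and 0.57 in the LAPC4 pair, against -0.45 to -0.06 for libraries of different lines. Deviations from a mean of 3 libraries sum to 0. The negative values between lines are thus partly built in and add no support for the pairing.

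The tests, the gene lists, the alternatives and the rule for named genes were fixed before the data were examined. The plan had assumed FPKM and limma. Since the tables hold counts, the difference between the states was tested on the deposited counts with edgeR 4.0.16 (quasi-likelihood test, TMM factors, parental line as a block, R 4.3.3), with Benjamini-Hochberg adjustment and a threshold of 5%. Limma 3.58.1 on log2(scaled FPKM + 1), as planned, and DESeq2 1.42.0 became alternatives. Gene lists were tested across the 3 pairs with camera on the edgeR model, adjusted over the 9 lists. On simulated counts for the 17436 genes, with a dispersion of 0.12 as in the paired model, edgeR recovered 88% of 100 genes changed 4-fold and 100% of 100 genes changed 16-fold, with 6 false calls, and it called 0 genes when none had been changed. The simulated changes were in genes with a mean of at least 50 counts, equal in all pairs, and the dispersion was equal for all genes, which favours recovery.

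All other values use log2(scaled FPKM + 1), and a change is the resistant minus the sensitive library. This scale understates the change of genes at low levels. Within a line there is 1 library per state, so changes within a line have no replicate check and no p-value. Median changes of lists were set against 10000 random lists of the same size matched on mean level, and the percentile script was tested on simulated data with independent genes. The random lists draw genes independently. Members of a list that move together can therefore reach extreme percentiles more easily, and the percentiles are descriptions, not tests. Counting intervals are exact 95% Poisson intervals; they cover counting error only. Total counts ran from 8661337 to 22433655 per library.

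Named genes are KLK3, KLK2, TMPRSS2 and FKBP5, with ERG as a check of the VCaP label. The 5 higher and 5 lower genes with the smallest p and the same direction in all 3 pairs were added. The rule names limma for this step, so it was applied to limma and also to edgeR. Further named genes are the 5 each way with the largest smallest change over the pairs, and in each line the 3 largest rises and falls among genes at 10 scaled FPKM or more in 1 of its libraries. The last are the leading member of each list outside the 2.5th to 97.5th percentile in a line, and list members changed at least 2-fold the same way in all 3 pairs. Other genes were chosen after their values were seen, and the text says so. Some genes and 1 of the 9 lists are not reported here; they stayed in the tests, the adjustments and the counts of genes, but not in the counts of named genes, flagged genes and list values.

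The alternatives fixed beforehand were no scaling, quantile normalization, pseudocounts of 0.25 and 5 in place of 1, no filter, a filter at 5, small RNA genes kept, no block, each pair left out, a mean-dependent variance prior in limma, fry, camera with an estimated correlation, and lists without shared members. Added after seeing the data were the planned limma fit as an alternative to the count test, DESeq2, filterByExpr, protein-coding genes only, removal of each library's trend on gene length and GC content, thinning of counts to the shallowest library, and random lists of protein-coding genes. Python with numpy, pandas, scipy and matplotlib did the remaining steps.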

Results

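The gene expression profiles of 3 castration-sensitive prostate cancer cell lines were set beside those of 3 castration-resistant lines that carry the name of the same parental line. LNCaP, VCaP and LAPC4 are the castration-sensitive lines. LNCaP-abl, VCaP-CR and LAPC4-CR are the resistant lines, which per the labels were grown in RPMI with 10% charcoal-stripped serum, a serum depleted of steroids, and B27 supplement. LNCaP and LAPC4 were grown in RPMI and VCaP in DMEM, each with 10% untreated serum. Medium and state therefore differed together in all 3 pairs, and every difference below is a difference between line and medium combined.

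Each line had 1 library. The total count was 8661337 in LNCaP, 10892158 in LNCaP-abl, 11548845 in VCaP, 17966431 in VCaP-CR, 12393880 in LAPC4 and 22433655 in LAPC4-CR, so the resistant library was the deeper one in each pair. Protein-coding genes took 67.8% of the counts in LNCaP and 77.4% in LNCaP-abl, 62.8% in VCaP and 68.0% in VCaP-CR, and 68.3% in LAPC4 and 79.5% in LAPC4-CR, with Wilson 95% intervals within 0.031 points of each share.

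Whether each resistant library resembled its own parental line was asked first, as a check of the labels. Across the 17436 tested genes, Pearson's r with the own parent was 0.894 for LNCaP-abl, 0.960 for VCaP-CR and 0.915 for LAPC4-CR. The next closest library was lower by 0.042, 0.099 and 0.055. With protein-coding genes alone these margins were wider, at 0.086 for LNCaP-abl, 0.146 for VCaP-CR and 0.089 for LAPC4-CR, and without a filter on low values they were narrower, at 0.015, 0.049 and 0.028. ERG, the gene fused in VCaP, was at 16.6 scaled FPKM in VCaP and 5.42 in VCaP-CR, and at most 0.191 in the other 4 libraries.

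Among the genes named beforehand, KLK3, which encodes prostate-specific antigen (ENSG00000142515, chromosome 19, 56049983 to 56055832 in the files' coordinates, whose build is not named), fell from 603 scaled FPKM in LNCaP to 0.668 in LNCaP-abl, from 321 in VCaP to 19.0 in VCaP-CR, and from 105 in LAPC4 to 2.07 in LAPC4-CR. The LNCaP-abl value rested on 17 counts (95% Poisson interval 9.9 to 27.2). The mean log2 change of KLK3 was -5.87 ± 2.34 (SD, n = 3 pairs), with an exact two-sided sign-flip p of 0.25, the smallest that 3 pairs allow. KLK2 was lower in 3 of 3 pairs with a mean change of -3.51 ± 2.22, and FKBP5 in 3 of 3 with -1.11 ± 0.72. TMPRSS2 was lower in LNCaP-abl and LAPC4-CR, by log2 changes of -1.75 and -5.09, and higher in VCaP-CR by 0.42. For TMPRSS2 the spread between lines (SD 2.77) exceeded the mean change (-2.14).

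**Figure D1:**
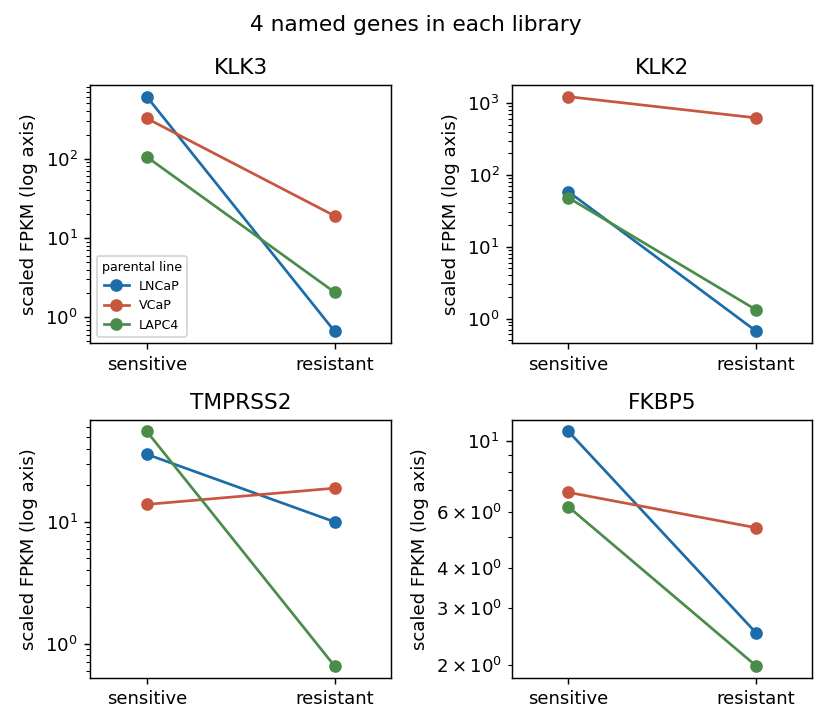
Scaled FPKM (log axis) of KLK3, KLK2, TMPRSS2 and FKBP5 in the sensitive and the resistant library of each parental line; each point is 1 library and a line joins the 2 libraries of a pair. KLK3, KLK2 and FKBP5 are lower in the resistant library of all 3 pairs, while TMPRSS2 rises in the VCaP pair alone.

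The comparison of resistant with sensitive libraries over the 3 pairs asked which genes changed in common. With edgeR and the parental line as a block, 0 of 17436 genes were higher and 0 lower at an adjusted p under 5%, and the smallest adjusted p was 0.225. At an unadjusted p under 0.05, 860 genes were higher and 696 lower. The count of calls depended on the tool and on the genes entered. DESeq2 called 93 genes higher and 64 lower, edgeR without a filter on low values called 102 higher and 66 lower, and limma called 0 in either direction. Leaving out the LAPC4 pair gave 58 higher and 37 lower genes in edgeR, against 3 and 6 without the VCaP pair and 0 and 1 without the LNCaP pair. Without the block, edgeR called 0 genes in either direction.

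The 5 genes with the smallest edgeR p that rose in all 3 pairs were AMIGO2, DOCK10, NEDD9, BAMBI and CXorf57. AMIGO2 (ENSG00000139211, chromosome 12, 45755757 to 45760001) had an edgeR log2 change of 2.95 (SE 0.30, adjusted p 0.225). Its log2 change in the LNCaP, VCaP and LAPC4 pairs was 2.19, 2.26 and 2.34. DOCK10 (ENSG00000135905, chromosome 2, 225338051 to 225615406) had 4.27 (SE 0.50, edgeR adjusted p 0.225). The edgeR log2 changes of NEDD9, BAMBI and CXorf57 were 2.14, 2.47 and 2.18. Among the 5 genes that fell were TRPM8, GDF15, ST6GALNAC1 and LPHN2. GDF15 (ENSG00000130513, chromosome 19, 18357968 to 18360986) fell from 161 to 7.54 scaled FPKM in the LNCaP pair, from 34.0 to 1.34 in the VCaP pair and from 162 to 1.17 in the LAPC4 pair, with an edgeR log2 change of -5.34 (SE 0.62, adjusted p 0.225). TRPM8, ST6GALNAC1 and LPHN2 had -2.48, -3.92 and -2.05. The DESeq2 adjusted p of these 9 genes ran from 4.4e-19 for GDF15 to 0.00011 for CXorf57. Limma's 5 higher genes were AMIGO2, NXF2B, DOCK10, NEDD9 and IQGAP1, and its 5 lower genes included GDF15, AC025731.4, AC016134.1 and KLK3. NXF2B has a near-identical copy, so its count is uncertain.

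Without a test, 11 genes were at least 2-fold higher and 32 at least 2-fold lower in all 3 pairs. Shuffling each pair's changes among genes of similar level gave a mean of 1.71 higher (95% of 1000 shuffles between 0 and 4) and 2.32 lower (0 to 5). The other 3 sign patterns of the pairs held 6, 22 and 12 genes, against 43 for the same direction in all. Shuffled, they held 3.69, 4.33 and 3.65 on average and at most 10, 11 and 11, so 2 of them exceeded the shuffles as well. The shuffle treats genes as independent, which makes its range too narrow. The 11 higher genes were all protein-coding: AFF1, AMIGO2, BAMBI, CLU, CPE, DOCK10, IQGAP1, KIAA0776, NEDD9, NXF2B and WNT5A. Of the 32 lower genes, 9 were protein-coding (among them C11orf92, FKBP10, GDF15, KLK3, PMEPA1, RHOU, SLC43A1 and ST6GALNAC1) and 19 were pseudogenes of short RNAs with a median length of 69 nt. The largest smallest change belonged to AMIGO2, NXF2B, DOCK10, BAMBI and NEDD9 among the higher genes, and to genes such as GDF15, KLK3, AC025731.4 and AC016134.1 among the lower. The last 2 are short RNA pseudogenes with at most 3 and 8 counts in a library, so their changes rest on few reads. A pseudocount of 0.25 gave 41 higher and 57 lower, a pseudocount of 5 gave 4 and 9, and protein-coding genes alone gave 11 and 9. Removing the trend on gene length and GC content gave 27 and 10. Higher genes thus outnumbered lower ones with the trend removed and among protein-coding genes. With 1 pair left out, so that 2 decided, the counts were 56 to 129 higher and 84 to 287 lower.

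Genes changed at least 2-fold were also counted in each line alone. In the LNCaP pair, 1171 genes were at least 2-fold higher and 1374 lower. The VCaP pair had 448 and 414, and the LAPC4 pair 1008 and 1196. With a pseudocount of 5 the counts were 397 and 494, 141 and 99, and 300 and 499. Protein-coding genes alone gave still fewer lower genes in the LNCaP (416) and LAPC4 (467) pairs. The higher protein-coding genes there numbered 924 and 811, so the excess of lower genes in these pairs reversed. Across genes, which are not independent replicates, the changes of the LNCaP and VCaP pairs correlated with Pearson's r 0.113 and Spearman's rho 0.137. For LNCaP and LAPC4 these were 0.179 and 0.159, and for VCaP and LAPC4 0.190 and 0.217. With the filter at 5 scaled FPKM, the highest value was 0.276, for VCaP and LAPC4.

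**Figure D2:**
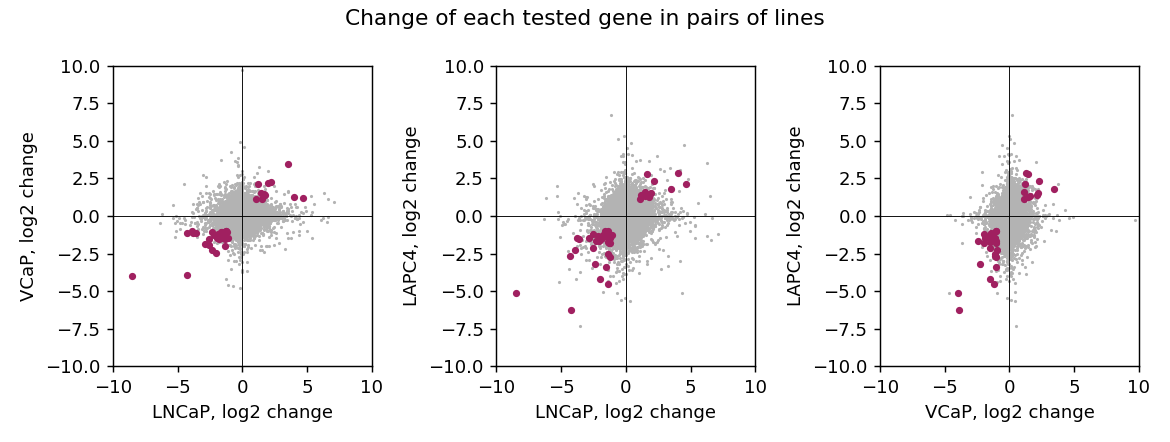
Log2 change (resistant minus sensitive) of each of the 17436 tested genes in one line against another; each grey point is a gene, and coloured points are the 43 genes changed at least 2-fold the same way in all 3 pairs. The coloured genes lie in the quadrants of equal sign, and over all points Pearson's r lies between 0.113 and 0.190.

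The largest rises in LNCaP-abl were TMSL3 (log2 change 7.10), OPRK1 (6.62) and TMSB4X (6.59). TMSL3 is a near copy of TMSB4X, so reads of one can be counted for the other. The largest falls were KLK3 (-8.50), HIST1H2BG (-6.33) and ADCY8 (-6.20). In VCaP-CR the largest rises were RP1-106C24.1 (9.69), PI15 (4.94) and CCL2 (4.59), and the largest falls C1orf194 (-4.83), CRISP3 (-4.68) and HIST1H2BH (-4.62). RP1-106C24.1 is a pseudogene with 5 counts in VCaP and 16257 in VCaP-CR. In LAPC4-CR the largest rises were RLN1 (6.72), S100A6 (5.32) and CEACAM6 (5.10), and the largest falls PRAC (-7.35), GDF15 (-6.23) and CACNA1C-AS4 (-5.65). CRISP3 also fell in LAPC4-CR (-5.12), and PRAC in LNCaP-abl (-3.55).

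Gene lists fixed beforehand asked whether metabolic and cell-state programs moved. Camera gave an adjusted p of 0.003 for higher cholesterol synthesis genes and 0.0043 for higher basal epithelial genes, a list with only 2 tested members, ITGB4 and ITGA6. Neither held with the correlation estimated (adjusted p 0.41 for each) or under fry (0.26 for each). The adjusted p of the other 6 lists was between 0.15 and 0.93.

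The percentiles within single lines treat genes as independent, so lists whose members move together can reach extreme values more easily. Neuroendocrine markers had a median change of 0.92 in the VCaP pair (percentile 99.99 of random lists), led by CHGA (2.75). Their medians were -0.13 and -0.02 in the LNCaP and LAPC4 pairs, inside the central 95%. Cholesterol synthesis genes had medians of 0.43 in the LNCaP pair (percentile 99.4, led by LSS at 1.41), 0.17 in the VCaP pair (97.43) and 0.33 in the LAPC4 pair (98.62). The LAPC4 value was inside the central 95% of random protein-coding lists (95.37). Proliferation genes were lower in the LNCaP and VCaP pairs, with medians of -0.39 and -0.25 (percentiles 0.84 and 0.38), and higher in the LAPC4 pair at 0.33 (99.54). They were led by MKI67 in the LNCaP (-0.89) and LAPC4 (2.34) pairs and by TK1 in the VCaP pair (-0.78). MKI67 went against the list in the VCaP pair (0.63), and TK1 in the LAPC4 pair (-0.27). In each of these pairs, 23 of the 30 members went with the list. Against random protein-coding lists the LAPC4 percentile was 97.37. Steroid synthesis and clearance genes were lower in the VCaP pair (-0.41, percentile 0.60, led by UGT2B17 at -1.50), and 0.14 and -0.09 in the LNCaP and LAPC4 pairs. Mesenchymal and stromal genes were lower in the LNCaP pair (-0.64, percentile 1.01, led by TWIST1 at -3.03) but were inside the central 95% there under 4 of the alternatives. Luminal epithelial genes were higher in the LAPC4 pair (0.26, percentile 98.05, led by KRT19 at 2.11), although their mean there was -0.25 and 91.31 was the percentile among protein-coding lists. The 2 basal genes had medians of 0.44, 0.72 and 1.36 in the LNCaP, VCaP and LAPC4 pairs, with percentiles of 78.5, 98.35 and 99.19. ITGB4 led in the VCaP pair (0.72) and ITGA6 in the LAPC4 pair (1.73). Interferon response genes had medians of 0.32, 0.01 and -0.32, inside the central 95% in each line. Their mean differed in sign in the VCaP (-0.13) and LAPC4 (0.27) pairs, and that of the mesenchymal list in the VCaP pair (0.41 against a median of -0.02).

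**Figure D3:**
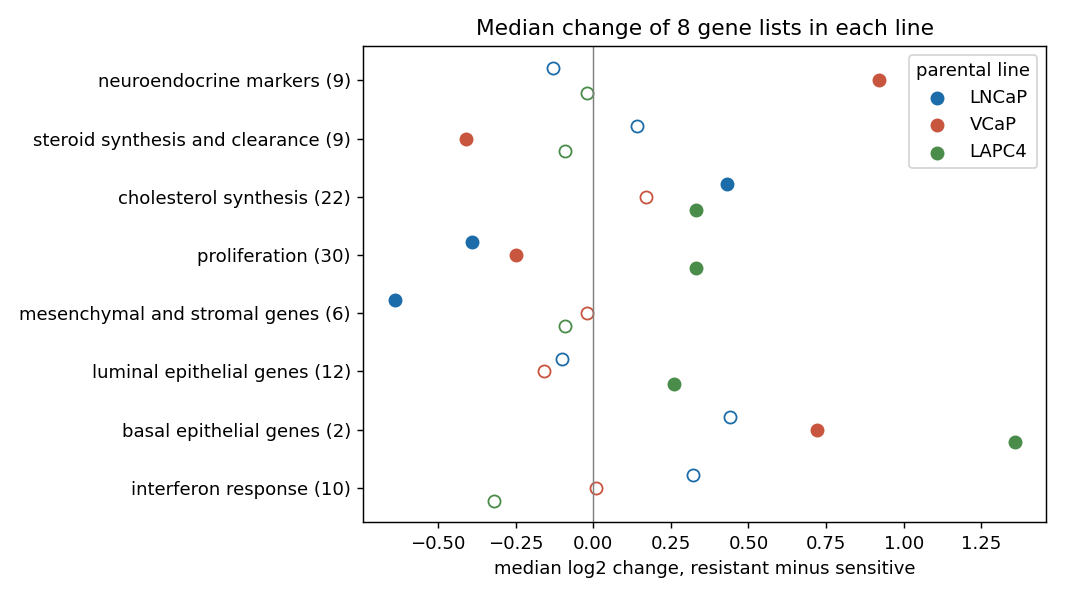
Median log2 change (resistant minus sensitive) of 8 gene lists in each line, with the number of tested members in parentheses; filled points lie outside the central 95% of 10000 random lists matched on level and open points inside. Cholesterol synthesis genes lie above 0 in all 3 lines, and proliferation genes lie below 0 in LNCaP and VCaP and above 0 in LAPC4. The random lists treat genes as independent, which can make their range too narrow.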

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

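The following genes and the following list changed in opposite directions in different lines; the difference between lines was not tested, since each line has 1 library per state. The tests on thinning, on the counts of UGT2B15, on the length and GC trend, on the UGT2B and TMSB4X copies and on swapped libraries were chosen or restated after the result, or part of it, was seen.

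ADCY8 fell in LNCaP-abl and rose in LAPC4-CR (change in the LNCaP pair minus that in the LAPC4 pair -7.43), and RLN1 did the same (-7.84). TMSL3 and TMSB4X rose in LNCaP-abl and fell in LAPC4-CR (8.32 and 8.18), and TMSB4X also rose in VCaP-CR (VCaP minus LAPC4 2.70). UGT2B17 rose in LNCaP-abl and fell in VCaP-CR (6.85). UGT2B15, named after its values were seen, rose in LNCaP-abl and fell in VCaP-CR (4.96) and LAPC4-CR (5.27). The median of the proliferation list was lower in LNCaP-abl and VCaP-CR and higher in LAPC4-CR (LNCaP minus LAPC4 -0.71, VCaP minus LAPC4 -0.57).

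Counting error is argued against, since for 0 of the 6 genes did the 95% Poisson intervals of parent and resistant library overlap in a line compared. Thinning all libraries to the depth of the shallowest keeps each gene's expected level before scaling, so it tests only the noise of fewer reads. After it, 5 of the 6 genes were still at least 2-fold in opposite directions. The exception was UGT2B15, whose log2 change in the VCaP pair was -1.04 before and -0.95 after thinning, just short of 2-fold. Its count went from 270 in VCaP (95% Poisson interval 238.8 to 304.2) to 196 (169.5 to 225.4) in the deeper library. Deeper sequencing is therefore argued against for that fall. Removing the trend on gene length and GC content flipped 0 signs and left the proliferation difference between LNCaP and LAPC4 at -0.72. A swap of libraries between lines is argued against by the similarity to the own parent, which exceeded that to the next library by at least 0.042, and by at least 0.015 under each alternative.

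TMSB4X and TMSL3 are near-identical, as are UGT2B15 and UGT2B17. Reads moved from one copy to another would leave the family's sum alone. The summed CPM (counts scaled to equal library totals) of 8 UGT2B genes rose from 45.4 to 1220 in the LNCaP pair and fell from 96.7 to 37.5 in the VCaP pair, a difference in log2 change of 6.07. Those of TMSB4X and its copies rose from 10.9 to 1260 in the LNCaP pair and fell from 599 to 217 in the LAPC4 pair, a difference of 8.19. Which member of each family carried the change stays open.

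A difference between the lines in how they became resistant or in how they respond to the medium, and a difference in growth phase at harvest for the proliferation list, may explain the opposite directions (proliferation difference -0.72 without the length and GC trend); none of these was tested.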

How the results depend on the processing

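Alternatives added after the data were seen were the planned limma fit in place of edgeR, DESeq2, filterByExpr, protein-coding genes only, removal of the length and GC trend, thinning, and random lists of protein-coding genes. The planned comparison of confidence intervals was not run, since the tables used here give none, and no status column was there to filter on.

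Of the values under alternatives, 25 of 34 counts of calls across the pairs, 13 of 26 counts of genes changed the same way, 39 of 60 counts within lines, 47 of 66 correlations, 25 of 30 similarity margins, 236 of 261 list medians and 114 of 151 set tests kept their side of the threshold or stayed within the spread.

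Calls across the pairs. EdgeR's 0 higher and 0 lower genes became 102 and 66 without a filter and 93 and 64 in DESeq2; leaving out 1 pair gave 0 to 58 higher and 1 to 37 lower. Of the 168 genes called without a filter, 145 were also among the tested genes. EdgeR's prior degrees of freedom, which set how far each gene's variance is drawn to the common trend, were 4.94 in the filtered fit, 26.85 without a filter and 23.84 without the LAPC4 pair. Of DESeq2's 157 calls, 155 had the same direction in all 3 pairs and 38 were among the 95 edgeR calls without the LAPC4 pair. Without the replicate block edgeR called 0 and 0, and the pairing changed no count at 5%; at an unadjusted p under 0.05 it moved the count from 295 higher and 241 lower to 860 and 696. Among 18 named genes tested across the pairs, 297 of 297 values under alternatives kept their direction and 37 passed 5%. Many of these genes were chosen from the same data for a small p and the same direction in all 3 pairs. That choice favours such agreement, so it is no separate support.

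Same direction in all pairs. The 11 higher and 32 lower genes became 41 and 57 with a pseudocount of 0.25, 4 and 9 with 5, and 27 and 10 with the trend removed; protein-coding genes alone gave 9 lower. Leaving out 1 pair, so that the other 2 decide, gave 56 to 129 higher and 84 to 287 lower.

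Within lines, in the order LNCaP higher and lower, VCaP, LAPC4. A pseudocount of 5 gave 397, 494, 141, 99, 300 and 499, and the filter at 5 gave 606, 775, 222, 180, 574 and 725. A pseudocount of 0.25 gave 794 and 695 in VCaP and 1557 higher in LAPC4; no filter gave 685 lower in VCaP. Protein-coding genes alone gave 416 lower in LNCaP, 247 higher and 212 lower in VCaP and 467 lower in LAPC4; trend removal gave 754 lower in LNCaP. The higher protein-coding genes were 924 in LNCaP and 811 in LAPC4. Trend removal gave 1291 higher in LNCaP, and 1048 higher and 805 lower in LAPC4. Both alternatives thus reversed the excess of lower genes in these 2 lines. Scaling moved the share of higher genes by less than 10 points in each line.

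Correlations, Pearson then Spearman where both moved. The filter at 5 gave 0.185 and 0.211 for LNCaP and VCaP, 0.233 and 0.219 for LNCaP and LAPC4, and 0.251 and 0.276 for VCaP and LAPC4. No filter gave Spearman 0.080, 0.103 and 0.12 for the same pairs of lines, and Pearson 0.136 for VCaP and LAPC4. A pseudocount of 5 gave Pearson 0.158 for LNCaP and VCaP. For LNCaP and LAPC4, protein-coding genes gave 0.112 and 0.053, and trend removal 0.101 and 0.062; for VCaP and LAPC4 trend removal gave 0.139 and 0.157. Genes changed 2-fold in either line gave Spearman 0.230 for LNCaP and LAPC4 and 0.266 for VCaP and LAPC4. All stayed above 0. The margin of own-line similarity moved to 0.086, 0.146 and 0.089 (LNCaP-abl, VCaP-CR, LAPC4-CR) with protein-coding genes, and for VCaP-CR to 0.136 with the filter at 5; without a filter the margins were 0.015, 0.049 and 0.028, the lowest of each.

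List medians that entered the central 95%. Steroid genes in VCaP were at -0.065 without a filter and -0.363 with the filter at 5. Cholesterol genes were at 0.309 in LNCaP with the trend removed, and at 0.326 in LAPC4 among protein-coding genes or against such lists. Proliferation in LAPC4 was at 0.326 in those same alternatives. Mesenchymal genes in LNCaP were at -0.531 with quantile normalization, -0.204 with pseudocount 5, -0.239 without a filter and -0.233 with the filter at 5. Luminal genes in LAPC4 were at 0.366 with quantile normalization, 0.260 with the filter at 5, with small RNA genes kept, and with protein-coding genes or lists, 0.286 with the trend removed and 0.226 after thinning. Basal genes in VCaP were at 0.387 with pseudocount 5 and 0.670 after thinning, and reversed to -0.008 without a filter; in LAPC4 they were at 0.086 without a filter. Medians that left the central 95% were mesenchymal genes in VCaP at 1.35 with the filter at 5, and interferon genes in LAPC4 at -0.316 among protein-coding genes or lists.

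Set tests, adjusted p. With the correlation estimated, cholesterol and basal genes were at 0.411, and under fry at 0.258, so neither passed. Basal genes were also at 0.241 without a filter, 0.0576 without the block, 0.688 with filterByExpr, and 0.00304 to 0.0707 when a pair was left out. Leaving out a pair gave 0.0308 to 0.982 for steroid genes, 0.0136 to 0.731 for proliferation, 0.0151 to 0.771 for mesenchymal genes, 0.101 to 0.731 for neuroendocrine markers and 0.731 to 0.986 for interferon genes, with changes of direction in each. Steroid genes passed 5% (lower) without the LNCaP pair, proliferation (lower) without the LAPC4 pair, and mesenchymal genes (lower) without the VCaP or the LAPC4 pair, and at 0.0423 with the trend removed. Directions that reversed with no call on either side were steroid genes at 0.953 without a filter, 0.859 with the filter at 5 and 0.994 without the block. Others were proliferation at 0.437 without a filter and 0.986 with filterByExpr, mesenchymal genes at 0.859 with the filter at 5, and interferon genes at 0.953 without a filter, 0.989 with small RNA genes kept and 0.954 without the block. Luminal genes reversed at 0.953 without a filter, 0.986 with filterByExpr, 0.934 without shared members, and in limma at 0.962, 0.990 and 0.798 with pseudocounts of 1, 0.25 and 5, 0.764 with quantile normalization and 0.966 with a trend. Except where fewer genes or pairs entered, the cause was not tested. No fit held the prior degrees of freedom fixed, so their part in the number of edgeR calls stays open.

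Depth limits the genes with few counts most: AC025731.4 had 0 counts in each resistant library and at most 3 in the others.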

Other observations

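The tests chosen after the values were seen are those on mitochondrial content, loss of short RNA, medium, the ribosomal protein genes, reads from TPM2 and the HOXB region, and the comparisons of the real assignment with others for single genes, for lists and for genes changed 2-fold; the others were set before their values were seen, although the patterns they test had been.

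Genes changed across the 3 pairs were set beside other assignments. Of the 4 assignments of state within the pairs, 1, the real one, gave as many genes at an unadjusted p under 0.05 (1556, against 389, 511 and 578), and 1 of 4 sign patterns held as many genes changed 2-fold (43). Of the 8 lists reported, camera called 2 in the real assignment and 3, 2 and 1 in the others, so the number of lists called did not set the real one apart. With only 4 assignments and 4 sign patterns, chance cannot be excluded for either count of genes. The growth medium, with charcoal-stripped serum and B27 supplement for the resistant lines, and the resistant state cannot be told apart, because 3 of 3 pairs differ in both. Any part of the medium may account for the genes changed alike.

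Several short RNA classes took a lower share of counts in each resistant library. The share of mitochondrial tRNA pseudogenes fell from 3.37% to 1.78% in the LNCaP pair, from 2.62% to 2.13% in the VCaP pair and from 4.87% to 1.77% in the LAPC4 pair (Wilson 95% intervals within 0.012 points). The shares of snRNA and snoRNA genes and of tRNA pseudogenes also fell in 3 of 3 pairs, but those of rRNA pseudogenes and of the class misc_RNA in 2 and of miRNA genes in 1; misc_RNA, a larger share, rose from 6.198% to 6.808% in the LNCaP pair. An effect of depth through low counts is argued against: after thinning, the highest median change of mitochondrial tRNA pseudogenes was -0.42. Thinning keeps expected levels before scaling and tests nothing else about depth. Lower mitochondrial RNA content cannot be decided, since the deposited data had 0 entries on the mitochondrial chromosome. The share of the MTRNR2L genes rose in each pair, by at least 0.15 on the log2 scale. Whether their counts follow mitochondrial RNA was not tested. Loss of short RNA during library preparation remains a candidate explanation. Among protein-coding genes, change rose with gene length, with a lowest Spearman correlation over the pairs of 0.12. Their class has a median length of 3623 nt, against 68 nt for mitochondrial tRNA pseudogenes. The correlation therefore cannot decide whether RNAs that short were lost. Change also correlated with GC content, at 0.06, -0.29 and -0.21 in the LNCaP, VCaP and LAPC4 pairs, against 0.12, 0.25 and 0.20 for length; given GC content, those for length were 0.13, 0.18 and 0.15. The median change was -0.11, -0.18 and -0.10 in genes up to 1000 nt and 0.21, 0.16 and 0.27 in genes over 8000 nt. Loss of short RNA during library preparation leaves the classes that did not fall in each pair unexplained. Real loss of short RNA in the resistant lines is open as well. The 19 short RNA pseudogenes among the 32 genes lower in all 3 pairs may belong to this pattern, but no test tied them to it. Some are snoRNA pseudogenes, a class whose share is not given here, and AC025731.4 and AC016134.1 rest on few reads.

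The 86 ribosomal protein genes had a median change of -0.42 in the LNCaP pair and -0.35 in the LAPC4 pair, and of -0.11 in the VCaP pair, inside the central 95% of random lists; the tests were limited to the first 2 pairs after that value was seen. A trend on GC content and deposited gene length is argued against, since the LAPC4 median was -0.36 with it removed. The deposited length of these genes had a median of 2389.5 nt. Whether the length of the transcripts present mattered was not tested. The scaling of the libraries cannot be told apart from a change in LAPC4, where quantile normalization gave -0.04 and no scaling -0.34; in the LNCaP pair these were -0.18 and -0.46.

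ERG fell 3.06-fold in VCaP-CR. Cells of LNCaP or LAPC4 in that library would need a share of 67.4%. Protein-coding genes abundant in either line and near 0 in VCaP (8 and 11 genes) stood in VCaP-CR at medians of 1.33% and 1.49% of their level there, which argues against such cells. TMPRSS2, whose promoter drives the fused ERG gene in VCaP, did not fall in that pair (log2 change 0.42). A change in ERG RNA turnover or in the fused allele was not tested.

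RP1-106C24.1, chosen by the rule for large changes, is named TPM2P1 in the reference table, and its file coordinates lie within FGF13, which fell in the VCaP pair. It had 16257 counts in VCaP-CR (95% Poisson interval 16008.0 to 16508.9) and at most 5 in the other libraries. Reads from TPM2 are argued against as the whole source: VCaP-CR had 493 counts of the copy per TPM2 count (345 to 727 from the ends of the Poisson intervals), against at most 0.455 in the other libraries (at most 2.12 from the intervals), and TPM2 itself had 33 counts there. What raised the copy was not tested.

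In LAPC4-CR, HOXB13 (-3.57), its antisense gene HOXB13-AS1 (-4.48) and the neighbouring PRAC fell, while HOXB5, HOXB6, HOXB7, HOXB8 and HOXB9 rose by 1.69 to 2.90. HOXB13 changed by 0.21 and -0.28 in the LNCaP and VCaP pairs. PRAC changed by -3.55 and 0.51 in those pairs, so its fall was not limited to LAPC4-CR and came without a fall of HOXB13 in LNCaP-abl. These HOXB genes were chosen after their values were seen. Loss of a chromosome 17 segment reaching 1 Mb to either side is argued against, since 22 other protein-coding genes within 1 Mb had a median change of 0.29 and 17 of them were higher. A focal loss of the stretch with HOXB13 and PRAC cannot be told apart from lower transcription, since beside the 3 genes that fell 0 tested genes lie in it. HOXB13 kept 138 of 1402 counts and PRAC 2 of 1007, shares that a loss of both alike would not leave so far apart, but a loss of only part of the stretch was not tested. A switch in the HOXB cluster of this line is a hypothesis, on 1 library per state.

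NR3C1, the glucocorticoid receptor gene, chosen after its values were seen, was at 0.511 scaled FPKM in LNCaP and 7.14 in LNCaP-abl, and changed by -0.18 and -0.38 in the VCaP and LAPC4 pairs.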
